A study of Mus musculus with 5 samples. Its data were reported in "Nrf1 promotes heart regeneration and repair by regulating proteostasis and redox balance" (2021).

How the data were processed

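Visium spatial transcriptomes (10x Genomics) of transverse heart sections were measured in 5 sections from wild-type C57BL/6 mice. A Visium slide captures polyadenylated RNA on a grid of barcoded spots, and each spot covers a small region that can hold several cells. The animals had myocardial infarction (MI) or sham surgery on postnatal day 1. MI was made by ligating the left anterior descending coronary artery. Sections lay 200 µm below the suture, or at the matching level in sham hearts, and were taken 3 or 7 days after surgery. The groups were 1 sham section and 1 MI section at day 3, 1 sham section at day 7 and 2 MI sections at day 7.

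Per the labels and the study's methods, reads were aligned to mouse genome GRCm38 with Space Ranger and the spots were processed in Seurat with sctransform. For each section the authors deposited an expression table and a table of spot metadata. The deposited table of the sham day 3 section held raw UMI counts for 32285 genes, since its spot totals equalled the raw UMI totals of the metadata in 100% of spots. The other 4 deposited tables held sctransform-corrected counts, a score that the tool corrects to about the median depth of the section and rounds to whole numbers, and their spot totals equalled the corrected totals of the metadata in 100% of spots. These 4 tables listed 14466 to 15300 genes, each detected in at least 5 spots. The deposited metadata gave, per spot, the raw UMI count, the number of detected genes, the spot position in image pixels (the other unit used), and 11 cell type scores from 0 to 1 that sum to 1 (a fraction). The authors made these scores by label transfer (TransferData) from an earlier single-nucleus RNA-seq reference. They are estimates of the make-up of a spot, not counts of cells. The types were the cardiomyocyte states CM1 to CM5, fibroblast (FB), endothelial (EC), endocardial (EndoEC), pericyte and smooth muscle (Pericyte/SMC), macrophage and epicardial (EPI).

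The design had been written for raw counts in all sections, with a count test. Because 4 of the 5 tables were not raw counts, no count test was used, and the fallback written with the design was followed. Each spot was scaled to CPM, so that all spots had the same total, over the 13711 genes present in all 5 tables, which held between 99.8% and 99.9% of each table's values. Spots were averaged per section, so that a section was the replicate and a spot never was. Gene names shared by 2 rows, and 19 and 20 names turned into dates in the MI day 3 table and the table of MI day 7 replicate 2, were left out of this shared set. Fits used limma 3.58.1 in R 4.3.3 on log2(mean CPM + 1) with a mean-variance trend, with genes kept at a mean of at least 1 CPM in at least 2 columns. A fold change is therefore on the log2(CPM + 1) scale, which understates the change of low genes. P-values were two-sided and adjusted by the Benjamini-Hochberg method, with a threshold of 0.05.

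The comparison of MI with sham across days had day as a covariate and 2 residual degrees of freedom. MI with sham at day 7 was a contrast in a fit of 4 group means, whose spread came only from the 2 MI day 7 sections (1 residual degree of freedom). At day 3, with 1 section per group, values and log2 ratios are given with no test. For the comparison of spots by cardiomyocyte state, the spots of a section in which the CM4 score was the highest of the 11 (CM4-dominant) were averaged, likewise those in which CM1 was the highest, and the 2 profiles were compared with the section as a block (4 residual degrees of freedom). Every section had at least 40 spots of each kind. The scores were derived from the same expression values, so genes that define CM4 or CM1 differ by construction.

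Gene lists were tested with camera (limma, preset correlation of 0.01) and, as alternatives, with fry and with camera and an estimated correlation, adjusted over 13 lists. Of these, 8 lists held markers (cardiomyocyte, fibroblast, immune, endocardial, endothelial, epicardial, mural and blood), and the others were proteasome, antioxidant, cell cycle, immature cardiomyocyte and oxidative phosphorylation. The immature cardiomyocyte list was Myh7, Tnni1, Acta1, Nppa and Nppb. Only 2 of the 4 epicardial genes were in the shared set. For day 3 and day 7, the median of a list was placed among 10000 random lists of the same size, drawn within 100 ranks of mean expression on each side. Scores of the 5 sections were compared with an exact permutation test, two-sided; 3 sections against 2 allow 10 splits and no p under 0.2. Shares of spots have exact (Clopper-Pearson) 95% confidence intervals, and UMI counts of the raw table have exact Poisson intervals; both cover counting error only. Moran's I, a measure of spatial clustering, used spots within 1.25 times the median spacing, and a second ring used spots up to 2.25 times. Edge spots had fewer than 6 neighbours. Spearman's rho across the spots of a section was ranked among the 1000 genes nearest in mean expression. Spots thinned to equal UMI totals could be made only from the raw table. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6. Positions and gene types were taken from GENCODE vM21 on GRCm38.

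Named genes were 24 fixed genes and, by rule, the 5 largest rises and 5 largest falls of each comparison among genes past the threshold, with a mean of at least 50 CPM and the same direction in every section. Where fewer than 5 passed, the rest were filled without the threshold. Y-linked, Xist, haemoglobin, mitochondrial and ribosomal protein genes were left out of the ranking. At day 3 the rule needed 50 CPM in the higher section. The comparisons, gene lists, named-gene rule and the first set of alternatives were chosen before the data were examined. Alternatives added later were a partial rank correlation given the UMI total, pseudocounts of 0.1 and 5, no variance trend, the sex of the animal as a covariate, values summed over spots, spots with at least 1000 UMIs or interior spots in the spot comparison, MI or sham sections alone, the tests of whether an effect differed between days or operations, and a sham day 3 section rebuilt as corrected counts with sctransform 0.4.2.

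All 3 fits were tested on simulated data with 200 changed genes. Across days, 152 genes were called and 138 of these were truly changed. At day 7 it was 118 and 108, and for the spot comparison 168 and 158, so that 9.21%, 8.47% and 5.95% of calls were false. Every gene changed by 2 on the log2 scale was recovered in the 3 fits (100%). The simulated noise was drawn from the spread that each fit estimated, equal in every section. The simulation thus checks the fits under their own assumptions and does not measure their power on these sections. In the real fit across days, Spp1 at 4.65 and Lyz2 at 2.33 were not called (limma adjusted p 0.412 for each).

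UMI totals per section ran from 11396022 to 37492530. Of all spots, 22 had fewer than 1000 UMIs and 21 had no neighbouring spot. They were kept in the main comparisons and left out as an alternative. Rebuilding the sham day 3 section gave the same corrected total as the metadata in 90.6% of spots, and 4 of 13408 genes moved by more than 0.5 on the log2 scale. Image files and the nuclei and knockout data of the study were not analysed here.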

Results

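The data were 5 Visium sections of mouse hearts operated on postnatal day 1, the age at which the study describes the mouse heart as regenerative. They held 3364 spots in all, a mean of 672.8 per section. The sham day 3 section had 544 spots and 11396022 UMIs, and the MI day 3 section had 376 spots and 12481253 UMIs. At day 7 the sham section had 960 spots and 21853057 UMIs. MI day 7 replicate 1 had 693 spots and 37492530 UMIs, and replicate 2 had 791 spots and 16650253 UMIs. The median UMI count per spot was 20842.5 and 34837.5 in the sham and MI sections of day 3. At day 7 it was 22934 in the sham section and 53940 and 20904 in MI replicates 1 and 2. Medians of detected genes per spot ran from 4666 in MI day 7 replicate 2 to 7024 in replicate 1, and the mean of the 5 medians was 5548.8. The day 3 groups and the sham day 7 group had 1 section each, so their values have no replicate error.

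The sections also differed in composition. Mitochondrial transcripts made up 24.6% of the values in MI day 7 replicate 1 and between 13.8% and 15.7% in the other sections. Its 10 highest genes took 26.0% of the values, against 15.6% to 17.9% elsewhere. Haemoglobin transcripts made up 0.440% and 0.688% in the sham sections and 1.14%, 0.855% and 1.07% in the MI day 3 section and MI day 7 replicates 1 and 2. Over the total of each table, Xist was at 39.0 CPM in the sham day 3 section and 48.5 CPM in MI day 7 replicate 1, where Y-linked transcripts were at 0 or not listed. The Y-linked gene Ddx3y was at 35.6, 31.6 and 32.9 CPM in the MI day 3 section, the sham day 7 section and MI day 7 replicate 2, where Xist was not listed. Each operation thus included both sexes, but no group of the same day and operation except MI day 7 had more than 1 animal. The labels give no sequencing batch.

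The first comparison asked which genes differ between infarcted and sham hearts over both days. Across 12933 genes, limma with Benjamini-Hochberg adjustment called 1 gene higher and 0 lower in MI. At an unadjusted p under 0.05, limma gave 692 genes higher and 356 lower. The 1 called gene, named after its value was seen, was Cyfip2 (ENSMUSG00000020340.16, protein coding, chromosome 11, 46193850 to 46312859, GRCm38). It rose by 2.18 on the log2 scale (SE 0.14, limma adjusted p 0.0136) and was at 1.93 and 5.17 CPM in the sham sections of day 3 and day 7. In the MI day 3 section it was at 12.1 CPM, and in MI day 7 replicates 1 and 2 at 28.6 and 25.9 CPM. Leaving out the sham day 7 section left the day 3 contrast of 1 MI and 1 sham section, which is no test across days. Leaving out the sham day 3 section gave 24 higher and 5 lower, the MI day 3 section 26 and 8, and MI day 7 replicate 1 81 and 6. Without MI day 7 replicate 2 limma called 0 genes in either direction, with 459 higher and 442 lower at an unadjusted p under 0.05. Median-of-ratios scaling gave 2 higher and 1 lower. Using the sex of the animal as a covariate, an alternative chosen after the data were seen, gave 230 higher and 47 lower. That fit left 1 residual degree of freedom, against 8.22 prior degrees of freedom. Its calls thus rest mostly on the spread borrowed from other genes and do not strengthen the main result.

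By the rule, the 5 largest rises across days were in Lyz2, Apoe, Mfap4, Fbln1 and Glo1, between 1.13 and 2.33 on the log2 scale. Lyz2 (ENSMUSG00000069516.8, protein coding, chromosome 10, 117277331 to 117282321) rose by 2.33 (SE 0.59, limma adjusted p 0.412). Apoe (chromosome 7, 19696109 to 19699188) rose by 1.62 with a limma adjusted p of 0.366. The largest falls were in Casq1, Slc38a4, Myl9, Dek and Tpm3, between -1.33 and -0.80. Of these, Slc38a4 (ENSMUSG00000022464.14, chromosome 15, 96994820 to 97055956) fell by 1.01 (SE 0.11, limma adjusted p 0.134), and none of the 10 passed the threshold. With the sex of the animal as a covariate, chosen after the data were seen, all 10 passed in limma, with adjusted p values from 0.000155 (Apoe and Casq1) to 0.0254 (Tpm3). The fit with that covariate left 1 residual degree of freedom. Slc38a4 passed under median-of-ratios scaling (limma adjusted p 0.0409). Without the sham day 7 section the fit rests on 1 MI and 1 sham section of day 3, so only sizes are given. Lyz2 was then at 3.98, Apoe at 2.21, Mfap4 at 2.29 and Slc38a4 at -0.999. Without MI day 7 replicate 1 Apoe (1.87), Fbln1 (1.28), Slc38a4 (-0.98) and Dek (-0.75) passed. Fbln1 (1.28), Glo1 (1.42) and Casq1 (-2.18) passed without either the sham or the MI day 3 section, where the fit rests on the day 7 contrast. Without either day 3 section Lyz2 was at 1.10 and Mfap4 at 0.53, and neither passed. Without the sham day 7 section Casq1 was at -0.20, Myl9 at -0.39 and Tpm3 at -0.53. Without MI day 7 replicate 1 Casq1 was at -0.86 and Myl9 at -0.55, and neither passed. Summed with its near-identical copy Tpm3-rs7, Tpm3 was higher in the MI day 3 section (104 CPM) than in the sham day 3 section (83.6 CPM). All 10 had the same direction in every MI section against every sham section, which the rule required. Of the 23 fixed genes that could be tested, limma called 0 when adjusted over all genes, and 4 when adjusted over the list alone (Hmox1, Col1a1, Msln and Lyz2). Of these 23, 15 were higher in MI.

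At day 7 the same question was asked of the 2 MI sections and 1 sham section. In this comparison limma called 24 genes higher and 6 lower of 12933, with 314 and 218 at an unadjusted p under 0.05. Median-of-ratios scaling gave 4 higher (Glo1, Gsg1l, Cyfip2 and AI506816, named after their values were seen) and 0 lower. At an unadjusted p under 0.05 that scaling gave 442 and 300. Leaving out the mitochondrial and haemoglobin genes before scaling gave 0 calls in either direction, with 479 higher and 189 lower at an unadjusted p under 0.05. The median of all genes was -0.04 in the main setting, -0.01 under median-of-ratios scaling and 0.03 without these genes. Leaving out either MI section left no residual degrees of freedom and so no test. The fit had 1 residual degree of freedom, and the sham day 7 section is assumed to vary like the MI sections, so the calls do not separate MI from that 1 sham animal. The prior degrees of freedom were 16.5 in the main setting and 4.83 without the mitochondrial and haemoglobin genes.

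The genes named by the rule at day 7 that passed the threshold were Glo1, Fbln1 and Casq1. Glo1 (ENSMUSG00000024026.13, chromosome 17, 30584936 to 30626871) rose by 1.42 (SE 0.24, limma adjusted p 0.0168), from 102 CPM in the sham section to 276 ± 29.7 CPM (SD, n = 2) in MI. Fbln1 (ENSMUSG00000006369.14, chromosome 15, 85205949 to 85286535) rose by 1.28 (SE 0.25, limma adjusted p 0.0425), from 46.1 to 115 ± 32.0 CPM (SD, n = 2). Casq1 (ENSMUSG00000007122.11, chromosome 1, 172209894 to 172219868) fell by 2.18 (SE 0.35, limma adjusted p 0.00984), from 192 to 46.3 ± 28.6 CPM (SD, n = 2). Under median-of-ratios scaling, Fbln1 had an adjusted p of 0.0902 and Casq1 of 0.164 in limma. The other genes given by the rule, which did not pass, were Apoe, Lyz2 and Ptn among the rises (0.78 to 1.19) and Myl9, Slc38a4, Tpm3 and Dek among the falls (-1.25 to -0.95). Reads of Tpm3 (chromosome 3, 90072649 to 90100902) can be shared with the near-identical copy Tpm3-rs7, so its fall is uncertain. Summed with Tpm3-rs7 it fell by 0.33. Adjusted over the list alone, 3 of the 23 fixed genes passed in limma (Hmox1, Msln and Lyz2), and adjusted over all genes 1 did (Msln). Msln (chromosome 17, 25748613 to 25754378) was at 0.367 CPM in the sham section and 4.28 ± 2.55 CPM (SD, n = 2) in MI, near the floor of the assay.

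At day 3, 1 MI section was set beside 1 sham section, so differences have no replicate check and no p-value. The largest log2 ratios among genes with at least 50 CPM in the higher section were Spp1 at 7.33, Lgals3 at 4.96, AI506816 at 4.96, Clu at 4.05 and Lyz2 at 3.98. Spp1 (ENSMUSG00000029304.14, chromosome 5, 104435118 to 104441050) went from 2.38 to 545 CPM, and Clu (ENSMUSG00000022037.15, chromosome 14, 65968483 to 65981547) from 68.8 to 1159 CPM. AI506816 (chromosome 5, 23698296 to 23712667) is annotated as a processed transcript. The largest falls were Ccn3 at -2.79, Mfap5 at -1.71, Stk25 at -1.18, BC004004 at -1.16 and Cdc37l1 at -1.15. Lyz2 had 433 UMIs in the raw table of the sham section, which gave 38.0 CPM over the section's total, with an exact 95% Poisson interval of 34.5 to 41.7, and 41.1 CPM as the mean over spots. Intervals of this kind could not be given for the MI section, whose values are corrected counts.

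Nfe2l1 encodes Nrf1, the transcription factor whose role in the regenerating heart the study examines. The gene (ENSMUSG00000038615.17, protein coding) lies on the minus strand of chromosome 11 from 96817414 to 96829968. Nfe2l1 was at 98.6 CPM in the sham and 108 CPM in the MI section at day 3. At day 7 it was at 101 CPM in the sham section and at 108 ± 4.32 CPM (SD, n = 2) in MI. Across days Nfe2l1 differed by 0.11 on the log2 scale (SE 0.11, limma adjusted p 0.842), and was higher in each MI section than in either sham section. At day 7 it differed by 0.09 (SE 0.23, limma adjusted p 1.00) and at day 3 by 0.14. In the raw table of the sham day 3 section Nfe2l1 had 1123 UMIs, with an exact 95% Poisson interval of 1058 to 1191. Over the settings tried, its difference across days stayed between 0.09 and 0.15. Among the related genes, Nfe2l2 was at 46.8 to 56.7 CPM and Nfe2l3 at 0.230 to 2.27 CPM, and Nfe2 at 0.369 to 0.695 CPM was removed by the filter on low values.

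**Figure D1:**
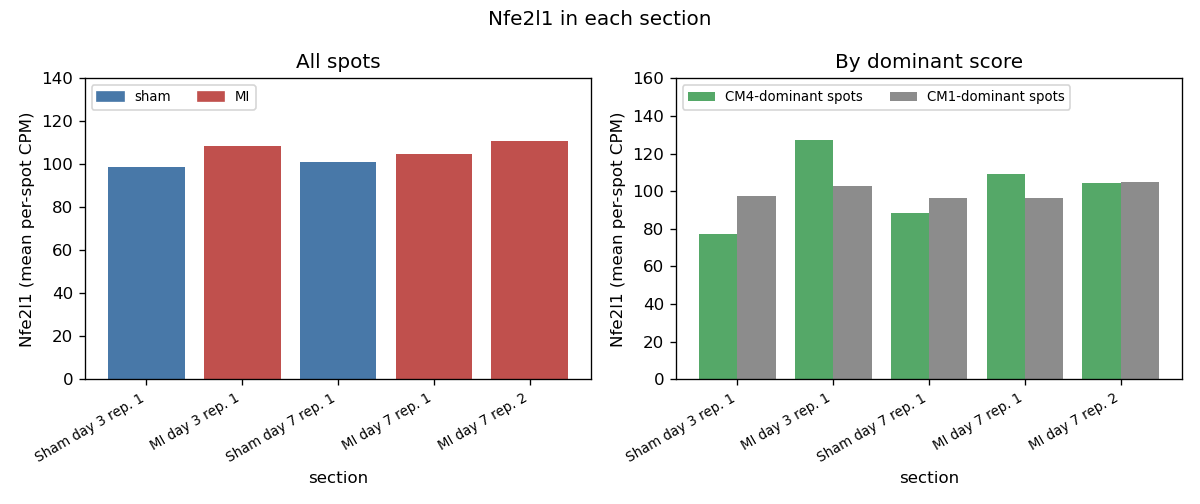
Nfe2l1 in mean per-spot CPM (bars, from 0) for the 5 sections, over all spots (left, sham in blue and MI in red) and over CM4-dominant and CM1-dominant spots (right). Over all spots the sections lie between 98.6 and 111 CPM; between the spot classes the sign differs from section to section.

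Gene lists were compared to ask which cell types and programmes differ between MI and sham hearts. Across days, camera placed 4 lists higher in MI past the threshold: immune (median 1.28 on the log2 scale, limma camera adjusted p 1.12e-07), blood (0.82, 2.68e-06), fibroblast (0.41, 0.000277) and epicardial (0.95, 0.0290). It placed 3 lists lower, which were oxidative phosphorylation (-0.19, 2.18e-13), cell cycle (-0.25, 0.0117) and endothelial (-0.19, 0.0290). The proteasome list had a median of -0.06 (limma camera adjusted p 0.120) and the antioxidant list of 0.09 (0.0808). Medians of the cardiomyocyte, endocardial and immature cardiomyocyte lists were -0.13, 0.09 and 0.24, with limma camera adjusted p of 0.181, 0.867 and 0.181. For the mural list the median was 0.08 while the mean was -0.03 and the test pointed down (limma camera adjusted p 0.843). None of these calls held under fry or under camera with an estimated correlation, and the same was true at day 7 and in the spot comparison. Under fry the lowest adjusted p across days was 0.296 in limma, and under the estimated correlation 0.551. Adjusted over the list alone, limma called 5 immune, 5 blood, 3 fibroblast, 1 epicardial and 1 antioxidant gene (Hmox1) across days, and 0 of any list when adjusted over all genes. For the proteasome list both counts were 0.

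Single sections decided several of these calls. Without the sham day 7 section the fit is the day 3 contrast of 1 MI and 1 sham section. Values given for that setting do not test MI across days. Without the sham day 7 section, camera in limma gave the fibroblast list an adjusted p of 0.0798 and the epicardial list 0.0776. The cell cycle list then pointed up (median 0.11, limma adjusted p 0.806), and without MI day 7 replicate 1 it had a limma adjusted p of 0.115. The endothelial list passed only in the full set and without MI day 7 replicate 1; limma adjusted p values without the other sections ran from 0.0776 to 0.620. The immature cardiomyocyte list passed without MI day 7 replicate 1 (limma adjusted p 0.000816) and without the sham day 7 section (0.0399).

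By day, the immune list had a median of 2.20 at day 3 and 0.64 at day 7, above all of the 10000 random lists matched on expression at both days. The blood list had 1.40 and 0.45, also above all of them. The fibroblast list had 0.46 and 0.36, at percentiles 99.9 and 100. The cell cycle list was at 0.11 at day 3 (percentile 86.8) and at -0.57 at day 7 (percentile 0), where camera gave a limma adjusted p of 8.23e-09 and all 10 genes were lower. Without MI day 7 replicate 1 that median was -0.23, and without replicate 2 it was -0.89. The oxidative phosphorylation list, at -0.20 and -0.18, lay at percentile 0 on both days. The immature cardiomyocyte list was at 0.98 at day 3; at day 7 its median was -0.05 while its mean was 0.06 and its test pointed up. The proteasome list was at 0.00 and -0.07 (percentiles 65.1 and 82.1), and the antioxidant list at 0.19 and 0.05 (percentiles 97.0 and 97.6). At day 7 the immune, fibroblast, epicardial and blood lists passed upward and the cell cycle and oxidative phosphorylation lists downward in camera.

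The cell type scores were compared to ask how the make-up of the sections differs with MI. Mean scores are means over spots, in percent. CM1 averaged 46.2% in the 3 MI sections and 30.9% in the 2 sham sections, a difference of 15.3 points. FB averaged 10.0% against 21.8%, a difference of -11.8 points, and Macrophage 3.53% against 6.23% (-2.70 points). MI minus sham was -3.54 and -3.46 points for CM2 and CM3, 3.61 points for CM5 and 1.10 points for EPI. For each of these 7 types the MI and sham sections did not overlap, which gives an exact permutation p of 0.2, two-sided, the smallest that 3 against 2 sections allow. The chance of such a separation in either direction is 20.0% for any 1 type. Adjusted over the 11 types the exact permutation p was 0.314. CM4 averaged 10.9% in MI and 9.63% in sham (1.23 points, exact permutation p 0.8). Without the sham day 7 section the CM4 difference was -0.764 points, and without the sham day 3 section 3.23 points. EC differed by 1.36 points (exact permutation p 0.6), EndoEC by -0.898 points (0.6) and Pericyte/SMC by -0.215 points (0.8). EndoEC reversed to 0.846 points without the sham day 3 section, and Pericyte/SMC to 0.460 points without the sham day 7 section. The FB and macrophage scores were lower in MI while the fibroblast and immune gene lists were higher in MI.

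CM4 had the highest score in 10.5% of the spots of the sham day 3 section (exact 95% interval 8.03% to 13.4%) and in 10.6% of those of the MI day 3 section (7.71% to 14.2%). At day 7 it was 6.04% in the sham section (4.62% to 7.74%), 10.97% in MI replicate 1 (8.74% to 13.5%) and 10.9% in replicate 2 (8.79% to 13.3%). CM1 was the most frequent highest score in all 5 sections, in 39.9% to 62.1% of spots.

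**Figure D2:**
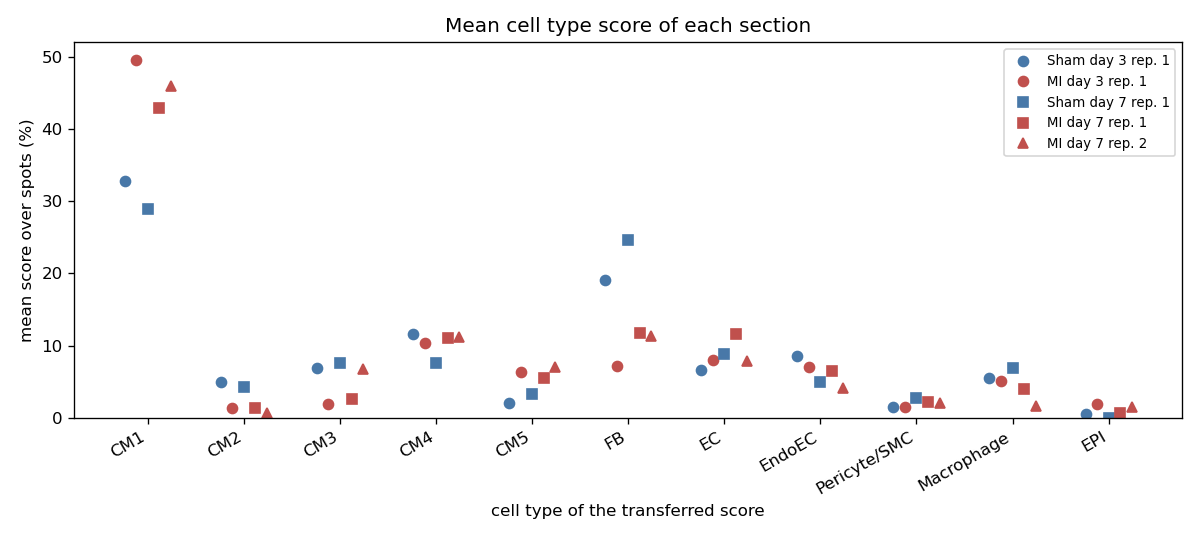
Mean score over the spots of a section in percent (vertical axis) for each of the 11 cell types (horizontal axis), with 1 point per section, sham in blue and MI in red. CM1 lies higher and FB lower in the 3 MI sections than in the 2 sham sections, while the CM4 points overlap.

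Spot positions were used to ask where CM4 spots lie and what borders them. Moran's I of the CM4 score over nearest neighbours was 0.326 and 0.220 in the sham sections of day 3 and day 7. It was 0.560 in the MI day 3 section and 0.593 and 0.626 in MI day 7 replicates 1 and 2, higher than in both sham sections. With the second ring of neighbours the values were 0.233 and 0.161 in sham and 0.369, 0.480 and 0.462 in MI. The spread of the CM4 score around its centre, relative to that of all spots, was 1.15 and 1.09 in the sham sections and 0.705, 0.720 and 0.770 in the MI sections. In the sham sections 56.1% and 43.1% of CM4-dominant spots lay at the section edge, against 15.8% and 12.7% of all spots. In the MI day 3 section it was 12.5% against 22.9%, and in MI day 7 replicates 1 and 2 it was 1.32% and 15.1% against 14.7% and 20.6%. No p-value was made from spots.

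**Figure D3:**
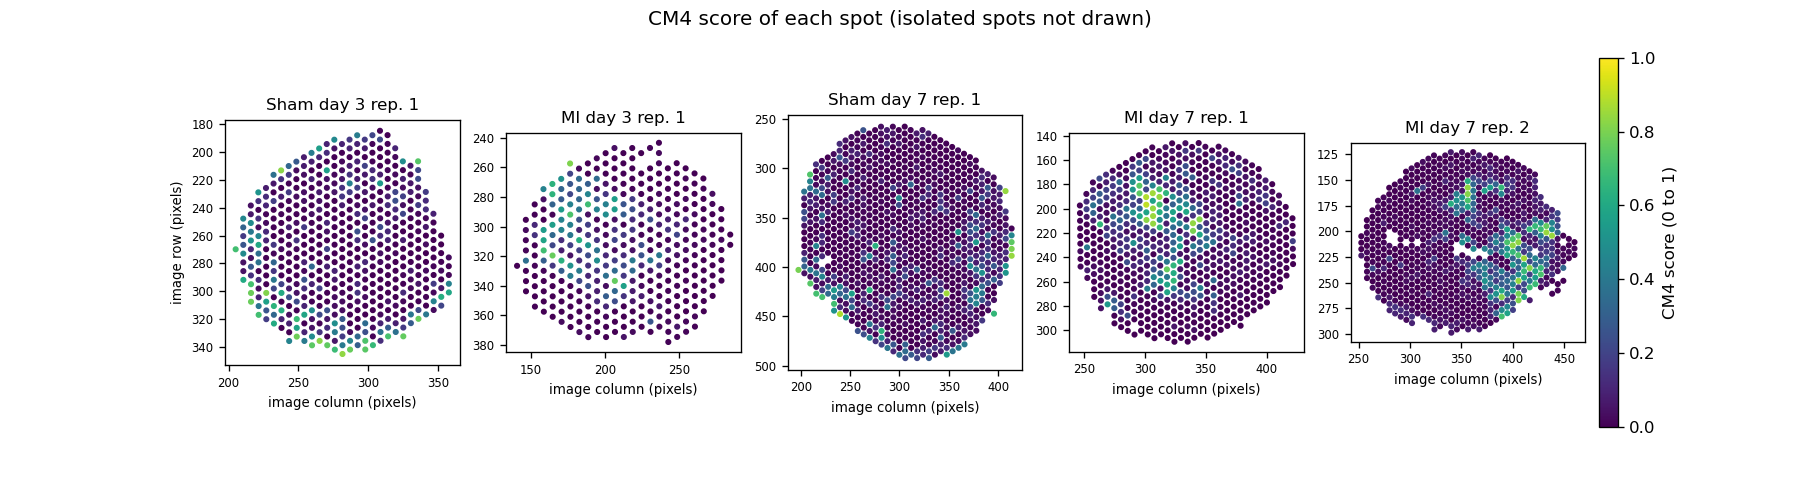
CM4 score (colour, 0 to 1) of each spot at its image position in pixels, 1 panel per section. At the edge lie 56.1% and 43.1% of CM4-dominant spots in the sham sections of day 3 and day 7, and 12.5%, 1.32% and 15.1% in the MI day 3 section and MI day 7 replicates 1 and 2.

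Neighbours of CM4-dominant spots were set against all spots that were not CM4-dominant, the neighbours included. Each difference is thus smaller than one against the remaining spots alone. The neighbours had a higher FB score in all 5 sections. The difference was 3.88 and 8.87 points in the sham sections of day 3 and day 7, 11.1 points in the MI day 3 section, and 10.3 and 10.7 points in MI day 7 replicates 1 and 2. In the second ring the sham day 3 difference was 0.697 points. The Macrophage score was higher by 11.3 points in the MI day 3 section and by 3.14 and 3.00 points in the sham sections. In MI day 7 replicates 1 and 2 it differed by -0.480 and -0.670 points, and in the second ring of replicate 2 by 0.140 points.

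CM4-dominant and CM1-dominant spots were compared to ask which genes, Nfe2l1 among them, differ between spots led by these cardiomyocyte states. A spot can hold several cells, so other cell types in it can cause or hide a difference. The comparison therefore cannot assign a difference, or the lack of one, to cardiomyocytes. CM4-dominant spots numbered 57 and 58 in the sham sections of day 3 and day 7, 40 in the MI day 3 section, and 76 and 86 in MI day 7 replicates 1 and 2. CM1-dominant spots numbered 244, 383, 211, 342 and 491 in the same order. Of 13285 genes, limma called 145 higher and 8 lower in CM4-dominant spots, with 1220 and 319 at an unadjusted p under 0.05. Median-of-ratios scaling gave 125 higher and 55 lower, with 131 of the calls shared. The MI sections alone gave 1023 higher and 47 lower, the most of any alternative, which was chosen after the data were seen. A fit without the variance trend called 0 genes, with 1180 higher and 200 lower at an unadjusted p under 0.05. Without the sham day 3 section limma called 279 higher and 21 lower, and without the MI day 3 section 83 and 1. The numbers were 160 and 2 without the sham day 7 section, 89 and 15 without MI day 7 replicate 1, and 63 and 0 without MI day 7 replicate 2, where 238 were lower at an unadjusted p under 0.05.

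The largest rises by the rule were Clu (1.49), Acta1 (1.39), Mfap4 (1.28), Eln (1.19) and Tagln (1.17) on the log2 scale, all past the threshold in limma and higher in all 5 sections. Clu (chromosome 14, 65968483 to 65981547) had an SE of 0.29 and a limma adjusted p of 0.00771. Its rise was 0.21 and 0.13 in the sham sections of day 3 and day 7 against 3.24, 1.19 and 2.67 in the MI day 3 section and MI day 7 replicates 1 and 2. The rise was larger in MI for Clu by 2.20 (limma adjusted p 0.000755) and for Acta1 by 1.36 (limma adjusted p 0.00951), where the median of all genes was 0.28. In the sham sections alone Clu (limma adjusted p 0.741) and Tagln (0.306) did not pass, nor did Clu in interior spots (0.0737). The falls did not pass in the sham sections alone either (limma adjusted p 0.0889 to 0.439), and in interior spots Tnni1 passed while Rnf207 (0.241), Yipf7 (0.293), Rbm20 (0.0721) and Acadm (0.193) did not. Mfap4 (ENSMUSG00000042436.12, chromosome 11, 61485431 to 61488900) had an SE of 0.13 and a limma adjusted p of 7.38e-06. The falls were Rnf207 (-0.49), Tnni1 (-0.44), Yipf7 (-0.42), Rbm20 (-0.41) and Acadm (-0.41), all past the threshold and lower in all 5 sections. Rnf207, Yipf7, Rbm20 and Acadm did not pass without the MI day 3 section, where limma adjusted p values were between 0.112 and 0.234. They did not pass without the sham day 7 section (0.0725 to 0.0999 in limma) or MI day 7 replicate 2 (0.0974 to 0.206) either. Yipf7 also did not pass without MI day 7 replicate 1 (limma adjusted p 0.0756). Tnni1 (ENSMUSG00000026418.16, chromosome 1, 135779434 to 135810989) had a limma adjusted p of 0.00683, and of 0.112 without MI day 7 replicate 2. Acta2, the CM4 marker, rose by 0.61 (SE 0.11, limma adjusted p 0.00408), which only checks that the scores follow the expression values. Adjusted over the list alone, 9 of the 23 fixed genes passed in limma, and 4 adjusted over all genes (Acta2, Nppa, Col1a1 and Lyz2).

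Nfe2l1 differed between the spot classes by 0.01 (SE 0.10, limma adjusted p 0.990). By section the log2 difference was -0.33 and -0.12 in the sham sections of day 3 and day 7, 0.31 in the MI day 3 section, and 0.18 and -0.01 in MI day 7 replicates 1 and 2. In the MI day 3 section this was 127 CPM in CM4-dominant against 103 CPM in CM1-dominant spots, and in the sham day 3 section 77.5 against 97.6 CPM. The pooled value was -0.08 under median-of-ratios scaling, -0.05 with a CM4 or CM1 score of at least 0.5, and -0.07 without the MI day 3 section. A test of whether it differed between MI and sham sections gave 0.38 (SE 0.15, limma adjusted p 0.169). In that test the median of all genes was 0.28, and under median-of-ratios scaling, where it was 0.02, Nfe2l1 differed by 0.10 (limma adjusted p 0.846).

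In the gene lists of the spot comparison, camera placed fibroblast (median 0.77, limma camera adjusted p 4.82e-17), immune (0.76, 1.66e-06), blood (0.49, 0.00263) and cell cycle (0.28, 0.000965) higher in CM4-dominant spots. It placed oxidative phosphorylation (-0.14, 8.64e-25), cardiomyocyte (-0.22, 2.87e-05) and endothelial (-0.11, 0.0462) lower. The immature cardiomyocyte list had a median of 0.77 (limma camera adjusted p 0.0598), endocardial 0.31 (0.194), epicardial 0.61 (0.193), mural 0.01 (0.666) and antioxidant 0.03 (0.755). In the immature cardiomyocyte list 3 of 5 genes were higher, and Tnni1 was lower. The proteasome list had a median of 0.02 and a mean of 0.01 while its test pointed down (limma camera adjusted p 0.194), and 18 of its 31 genes were higher. Under median-of-ratios scaling the proteasome list had a median of -0.07 and passed downward (limma camera adjusted p 0.00190), and the antioxidant median was -0.05. Adjusted over the list alone, limma called 0 proteasome genes and 2 antioxidant genes (Srxn1 and Gpx1), and adjusted over all genes 0 of either. The blood list did not pass without the sham day 7 section (limma adjusted p 0.618) or the sham day 3 section (0.307). The endothelial list did not pass without the MI day 3 section (limma adjusted p 0.679) or MI day 7 replicate 2 (0.0806). The immature cardiomyocyte list passed without the MI day 3 section (limma adjusted p 0.00242), the sham day 3 section (0.00407) or MI day 7 replicate 2 (0.0230), and the epicardial list without MI day 7 replicate 1 (0.0472).

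**Figure D4:**
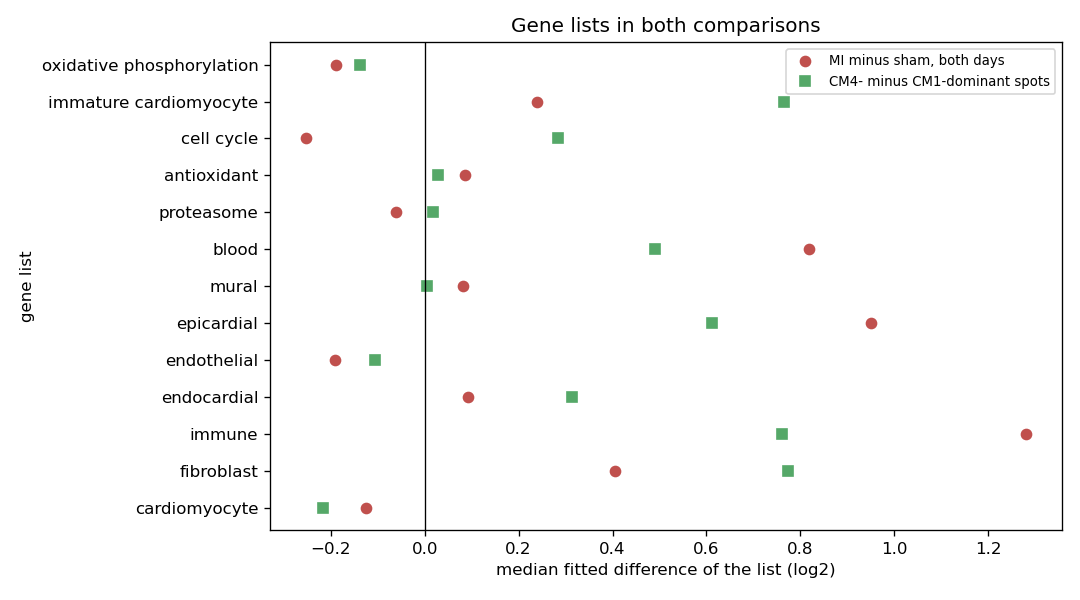
Median fitted log2 difference of each of the 13 gene lists, for MI minus sham over both days (red circles) and for CM4-dominant minus CM1-dominant spots (green squares). The immune list has the highest median for MI minus sham (1.28), and the proteasome list lies at -0.06 and 0.02.

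Across the spots of a section, Nfe2l1 was set against the CM4 score and Acta2, as the study related these genes in single cardiomyocyte nuclei. Spearman's rho of Nfe2l1 with the CM4 score was -0.08 and -0.13 in the sham sections of day 3 and day 7, 0.10 in the MI day 3 section, and 0.13 and -0.09 in MI day 7 replicates 1 and 2. Among the 1000 genes nearest in mean expression these lay at percentiles 33.5, 4.2, 76.1, 59.7 and 13.4 in the same order. With Acta2, rho was 0.05 and 0.09 in the sham sections, 0.12 in the MI day 3 section, and 0.10 and 0.04 in MI day 7 replicates 1 and 2, at percentiles 61.1, 91.7, 75.6, 49.1 and 69.1. With the UMI total of the spot, rho was between -0.16 and -0.04 in the 5 sections. Thinning the spots of the sham day 3 section to 16278 UMIs, which left out 54 of them, gave a rho with Acta2 of 0.00548, against 0.0392 in the same spots unthinned. Given the UMI total, the partial rank correlation with the CM4 score, chosen after the data were seen, was -0.0823 and -0.117 in the sham sections of day 3 and day 7, 0.146 in the MI day 3 section, and 0.135 and -0.0573 in MI day 7 replicates 1 and 2. Spots are not independent replicates, so no p-value was computed.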

Values the study reported

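The study reports an average of 672 spots per heart section and 5549 detected genes per spot for these Visium sections.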

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

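The tests of UMIs in edge spots, of an edge effect on the CM4 score and of leaving out the highest 10% of spots for Lyz2 were chosen after the result was seen, as were the alternatives for the differences between effects given below. No group had the 4 sections that a search for outlying sections needs.

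The MI minus sham difference itself differed between day 3 and day 7 in a limma interaction term with 1 residual degree of freedom. Limma called 47 genes with a larger MI minus sham difference at day 3 and 8 with a smaller one. Median-of-ratios scaling gave 1 (Ifi27l2a) and 2 (Cwc22 and Zfp945), named after their values were seen, with 529 and 292 at an unadjusted p under 0.05. Leaving out the mitochondrial and haemoglobin genes gave 0 in limma, with 483 and 271 at an unadjusted p under 0.05. The median of all genes was 0.09, 0.00 and 0.00 in these settings. The calls thus depended on the scaling, and the cause was not tested. With 1 section in each of 3 groups, the day of sampling, the sex of the animal and other differences between single animals stay open as untested explanations.

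Of the fixed genes, Lyz2 was called in this comparison. Its MI minus sham difference was larger at day 3 than at day 7 by 2.88 on the log2 scale (SE 0.44, limma adjusted p 0.00488). The sham day 3 table holds raw counts, unlike the others, but with that section rebuilt as corrected counts the difference was 2.93 (limma adjusted p 0.00272), which argues against the unit of that table as the cause. The highest 10% of spots held 71.6% of Lyz2 in the MI day 3 section and 55.5% in the sham day 3 section. At day 7 they held 47.7% in the sham section and 40.1% and 71.9% in MI replicates 1 and 2. With these spots left out of every section the difference was 2.56, which argues against a few spots with very high values as the whole cause. A median over spots was planned for this test but could not serve, since the sham day 3 median was 0. The call was lost under median-of-ratios scaling (2.79, limma adjusted p 0.0575) and without the mitochondrial and haemoglobin genes (2.71, limma adjusted p 0.280), with much the same size. A larger early rise of macrophage transcripts after MI may underlie it, which stays a hypothesis with 1 section per group at day 3.

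In the same comparison camera gave a larger MI minus sham difference at day 3 for the immune list (median 1.64, limma adjusted p 2.54e-17), the blood list (0.85, 0.00154) and the cell cycle list (0.68, 0.000233). Under fry the limma adjusted p values were 0.975, 0.940 and 0.975, and with an estimated correlation 0.959 for each, so none of the 3 calls held in these tests, which rest on 1 residual degree of freedom. In camera all 3 held under median-of-ratios scaling (limma adjusted p 9.89e-14, 0.000259 and 0.000133). Without the mitochondrial and haemoglobin genes the immune (4.09e-12) and cell cycle (0.000426) lists held in limma, and the blood list was not tested. The oxidative phosphorylation list, at a limma camera adjusted p of 0.0797 in the main setting, passed downward in these 2 settings (0.0162 and 0.00776). Under fry its limma adjusted p was 0.975. Of the 6 immune genes limma called 4 adjusted over all genes and 6 adjusted over the list alone. The blood list holds haemoglobin genes, so blood left in the tissue is an untested explanation for it, beside the day itself.

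The CM4 minus CM1 difference itself differed between MI and sham sections in a limma interaction term. Limma called 210 genes with a larger difference in MI and 20 with a smaller one, with 2614 and 114 at an unadjusted p under 0.05, and the median of all genes was 0.28. Median-of-ratios scaling brought that median to 0.02 and the calls to 21 and 35. Interior spots alone gave 2 (Nppa and Thbs4) and 1 (Ddc), named after their values were seen, with 1874 and 145 at an unadjusted p under 0.05. Leaving out single sections gave 34 and 6 without the sham day 3 section, 46 and 16 without the MI day 3 section, and 343 and 28 without the sham day 7 section. It gave 228 and 30 without MI day 7 replicate 1, and 22 and 15 without MI day 7 replicate 2.

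Nppa (chromosome 4, 148000722 to 148002079) and Nppb (chromosome 4, 147985788 to 147987205) were the fixed genes called in this comparison. The CM4 minus CM1 difference of Nppa was larger in MI by 3.07 (SE 0.25, limma adjusted p 2.19e-07) and that of Nppb by 1.61 (SE 0.20, limma adjusted p 9.23e-05). By section, Nppa differed by -0.81 and 0.45 in the sham sections and by 2.74, 2.55 and 3.40 in the MI sections. The place of CM4-dominant spots at the edge of the sham sections was weighed as an explanation. With edge spots left out the Nppa difference was 2.51 (limma adjusted p 0.0142), which argues against that place as the whole cause. Over the alternatives run, the Nppa difference stayed between 2.44 and 3.70, past the threshold in limma. The operation itself may change which cardiomyocytes the CM4 score marks, a hypothesis found on these same sections.

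Camera also gave differences for 6 lists in this comparison. They were immature cardiomyocyte (median 1.36, limma adjusted p 0.000219), cell cycle (0.64, 0.000107), endothelial (-0.0483, 0.0164), epicardial (-1.02, 0.0152), mural (-0.16, 0.0125) and blood (-1.44, 3.02e-27), against a median of all genes of 0.28. Under fry the immature cardiomyocyte list held (limma adjusted p 0.0336), while the other 5 had values between 0.0828 and 0.868. That list holds Nppa and Nppb, so its result is not separate from theirs, and the paper calls both markers of cardiac stress. Its median of 1.36 is the value of Acta1. Tnni1, in the same list, differed by -0.30, so its genes did not all move together. With an estimated correlation none of the 6 held, and the lowest limma adjusted p was 0.167. In interior spots alone the epicardial list had a limma adjusted p of 0.576 and the endothelial list of 0.222. Under fry the proteasome list (median 0.24) also passed upward (limma adjusted p 0.0336), but with median-of-ratios scaling its median was -0.04 (limma camera adjusted p 0.236). No other technical explanation was tested for the lists, and the operation stays open as untested.

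The place of CM4-dominant spots differed between sham and MI sections, and the difference was not tested. The share of CM4-dominant spots at the edge minus that of all spots was 40.3 and 30.4 points in the sham sections of day 3 and day 7. It was -10.4 points in the MI day 3 section and -13.4 and -5.49 points in MI day 7 replicates 1 and 2. The spread ratio of the CM4 score was 1.15 and 1.09 in the sham sections, above 1, and 0.705, 0.720 and 0.770 in the MI sections, below 1. Among spots at or above the median UMI total, the lower of the excesses at the edge of the sham sections was still 26.5 points. This argues against shallow spots as the cause of the excess in sham. In such spots the MI day 3 section was at -1.03 points and MI day 7 replicates 1 and 2 at -9.49 and -0.06 points. Shallow spots thus stay open for the lower share at the edge in the MI day 3 section and replicate 2. An effect of the edge on the score in any section is argued against by the MI sections, where the edge minus inside score was -3.06 points at the highest. The operation, and which part of the heart each section cuts through, stay open as untested.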

How the results depend on the processing

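Chosen after the data were seen were summed values, a rebuilt sham day 3 section, pseudocounts of 0.1 and 5 and a fit without the variance trend. So were the partial rank correlation, the sex covariate, interior spots, MI or sham sections alone, the settings for interactions and some settings for lists. Fits for raw counts (DESeq2, and edgeR with TMM) were planned and not run, since 4 of the 5 tables hold corrected counts, and thinning was run for the sham day 3 section alone. No paired analysis was possible because the labels pair no animals. Counting every alternative for results that answer a comparison, 543 stayed on the same side of the threshold with the same direction, or within the spread where there was no test. Another 77 were weaker, 38 stronger, 16 moved by more than the spread and 19 reversed. For single genes, judged by threshold and direction, the numbers were 410, 49, 31, 10 and 5. Where single genes at day 7 had no test, the spread was the SE of the main fit. The cause was not tested except where stated.

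Counts of genes in limma were as follows, higher then lower. Across days, 1 and 0 became 2 and 1 with median-of-ratios scaling and 230 and 47 with the sex covariate (1 residual degree of freedom). They became 0 and 0 with a pseudocount of 5 (670 and 365 at an unadjusted p under 0.05) or no day term (281 and 152). Leaving out each section gave 0 to 319 higher and 0 to 47 lower. At day 7, 24 and 6 became 4 and 0 with median-of-ratios scaling (442 and 300 at an unadjusted p under 0.05) and 62 and 25 with summed values. They became 26 and 10 with no filter, 19 and 12 with a pseudocount of 5, and 0 and 0 without mitochondrial and haemoglobin genes (479 and 189). Between days, 47 and 8 became 1 and 2 with median-of-ratios scaling and 0 and 0 without those genes (483 and 271).

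For CM4-dominant against CM1-dominant spots, 145 and 8 became 125 and 55 with median-of-ratios scaling, 104 and 3 with a pseudocount of 0.1 and 134 and 5 with a pseudocount of 5. They became 0 and 0 with no variance trend in limma (1180 and 200 at an unadjusted p under 0.05). The MI sections alone gave 1023 and 47, the sham sections alone 45 and 19, and interior spots 39 and 1. Fewer sections or spots entered these 3 fits. Leaving out each section gave 63 to 279 higher and 0 to 21 lower. For the MI minus sham difference of this comparison, 210 and 20 became 21 and 35 with median-of-ratios scaling and 2 and 1 in interior spots, with 22 to 343 and 6 to 30 when leaving out each section.

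Gene lists across days, by limma adjusted p, lost all 7 calls under fry and under an estimated correlation, which both allow for correlated genes. Under fry the value was 0.296 for the fibroblast, immune, endothelial, epicardial, blood and oxidative phosphorylation lists and 0.750 for cell cycle. With an estimated correlation it was 0.551 for fibroblast, immune, endothelial and blood, 0.574 for epicardial and oxidative phosphorylation, and 0.639 for cell cycle. With no day term endothelial and epicardial were at 0.102 each, and endocardial (0.870) and mural (0.636) reversed. Endothelial was at 0.0574 without mitochondrial and haemoglobin genes, and immature cardiomyocyte at 0.0335 with the sex covariate. The ranges over left-out sections take in the fit without the sham day 7 section, which is no test across days. The upper ends for fibroblast, epicardial and cell cycle come from that fit. Leaving out each section gave 1.31e-05 to 0.0798 for fibroblast, 0.502 to 0.986 for endocardial, 0.00285 to 0.620 for endothelial, 0.000618 to 0.0776 for epicardial and 0.399 to 0.889 for mural. It gave 4.41e-09 to 0.806 for cell cycle and 0.000816 to 0.757 for immature cardiomyocyte.

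Gene lists between the spot classes, by limma adjusted p, had these values under fry and then an estimated correlation: cardiomyocyte 0.0898 and 0.212, fibroblast 0.0509 and 0.130, immune 0.146 and 0.243, endothelial 0.468 and 0.424, blood 0.402 and 0.386, cell cycle 0.303 and 0.414, oxidative phosphorylation 0.223 and 0.347. Proteasome reversed under fry (0.928). With median-of-ratios scaling proteasome passed downward (0.00190) and antioxidant reversed (0.944). Endothelial was at 0.188 and immature cardiomyocyte at 0.00842 with a score of at least 0.5, and endothelial at 0.0628 with a pseudocount of 0.1 and 0.0515 in interior spots. In the MI sections alone epicardial (0.866), mural (0.384) and blood (0.00397) reversed, and immature cardiomyocyte was at 0.00422. In the sham sections alone antioxidant (0.509), cell cycle (0.841) and immature cardiomyocyte (0.545) reversed. Endothelial was then at 0.991, epicardial at 0.00718, mural at 0.0102 and proteasome at 0.00702. Leaving out each section gave 0.00515 to 0.679 for endothelial, 0.0472 to 0.583 for epicardial, 0.125 to 0.929 for mural, 2.54e-16 to 0.618 for blood, 0.618 to 0.990 for antioxidant and 0.00242 to 0.191 for immature cardiomyocyte.

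Nfe2l1 between the spot classes, at 0.01, reversed to -0.0527 with a score of at least 0.5, -0.0759 with median-of-ratios scaling and -0.223 in the sham sections alone, and ran from -0.0679 to 0.0910 when leaving out each section. Its rho with Acta2 was 0.00548 after thinning in the sham day 3 section, and the planned partial correlation given the UMI total was 0.0288 in the sham day 7 section and 0.0537 in MI day 7 replicate 1. That measure is a Pearson correlation of log2 values, which without the UMI total was 0.0277 and 0.0526 there, so the change came with the measure. On ranks the partial values were 0.0858 and 0.0897. With the CM4 score the planned partial values were -0.0901, 0.0899, -0.0327, 0.0597 and -0.0229 in the sham day 3, MI day 3 and sham day 7 sections and MI day 7 replicates 1 and 2, and on ranks -0.0823, 0.146, -0.117, 0.135 and -0.0573.

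Mean scores reversed for 3 of the 11 types when leaving out each section, and for none of the 11 in the other settings run. The MI minus sham difference ran from -0.764 to 3.23 points for CM4, from -2.64 to 0.846 for EndoEC and from -0.890 to 0.460 for Pericyte/SMC. With second-ring neighbours, which lie further apart by construction, Moran's I of CM4 was 0.233, 0.369, 0.161, 0.480 and 0.462 in the sham day 3, MI day 3 and sham day 7 sections and MI day 7 replicates 1 and 2. In the same order the FB difference was 0.697, 8.40, 3.69, 8.85 and 9.02 points. The Macrophage difference was 8.80 points in the MI day 3 section, 0.702 in the sham day 7 section, -0.334 in MI day 7 replicate 1 and, reversed, 0.140 in replicate 2.

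Depth limits the number of genes detected. Thinning the sham day 3 section to 16278 UMIs per spot left out 54 spots and took the median of detected genes in the 490 spots kept from 4899.5 to 4228.5.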

Other observations

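The tests of UMIs per spot for the fibroblast score (over all sections and without MI day 7 replicate 1), of inherited differences, of the cell cycle list's own median, of shallow spots for the EPI score and of Tpm3-rs7 were chosen after the result was seen.

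The FB score was lower in MI (-11.8 points) while the fibroblast list was higher in MI across days. At equal expression of the fibroblast list the sham sections still had a higher FB score, by 18.8 points (24.96% and 29.2% in sham against 5.06%, 11.3% and 8.46% in MI), so scores that are not on one scale between sections are a candidate explanation. UMIs per spot were tested in a range of totals, and 2 ranges were tried. Between 15000 and 40000 UMIs MI minus sham was -8.48 points. Between the 25th and 75th percentile of all spots, 19812 to 35688 UMIs, it was -3.37 points, with MI day 7 replicate 1 at 29.5% on 23 spots. Without that section it was -10.7 points, with 8.45% and 6.77% in the MI day 3 section and MI day 7 replicate 2 against 14.2% and 22.3% in sham. For these 2 sections that argues against UMIs per spot as the whole cause. For MI day 7 replicate 1, with so few spots, an effect of UMIs per spot cannot be told apart from an effect of the operation. The FB score was lower in MI within each day (19.1% against 7.12% at day 3, 24.6% against 11.7% and 11.3% at day 7). It was also lower between sections of the same sex, so neither day nor sex accounts for the direction. A real difference in fibroblast share with the operation stays open as untested.

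The 30 genes called at day 7 include groups that lie close together in the genome. Of the 29 with a position, 7 had another called gene within 1 Mb, against a mean of 1.28 in random sets of like expression. The highest of the 1000 random sets also had 7, and 0.2% of sets had as many. The groups were Thg1l (chromosome 11, 45946843 to 45955494), Cyfip2 (46193850 to 46312859) and Gm12167 (46342287 to 46345020), then Jmjd7 and Pla2g4b on chromosome 2, and Gsg1l and Nupr1 on chromosome 7. None of the 29 overlapped another called gene, so reads shared between overlapping genes do not produce these groups. Inherited differences between the animals may thus account for part of the calls, Cyfip2 included, and no genotypes were examined. Genes regulated together in neighbouring places stay open as well.

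The cell cycle list was lower in MI at day 7 (median -0.57, and -0.23 without MI day 7 replicate 1 and -0.89 without replicate 2). A few genes taking a large part of the values could lower a list in this way. With mitochondrial and haemoglobin genes left out the list's own median was -0.50, with -0.74 in MI day 7 replicate 1 and -0.23 in replicate 2 against the sham section, which argues against that explanation as the whole cause. A planned test set the list against the median of all genes, which a rescaling cannot move, and was not used. The sham day 7 section and MI day 7 replicate 2 were both male by their transcripts, and between them the median was the -0.23 given above. Across days with sex as a covariate the list was at -0.33 (limma camera adjusted p 4.01e-07), in a fit with 1 residual degree of freedom. These values argue against sex as the whole cause, though each sex has at most 3 sections. The operation stays open as untested.

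Nfe2l1 was higher in CM4-dominant than in CM1-dominant spots of the MI day 3 section and MI day 7 replicate 1, and lower in both sham sections and, by -0.01, in MI day 7 replicate 2. The difference between MI and sham, 0.38 in the limma interaction term, was not past the threshold. With median-of-ratios scaling it was 0.10, so a shift of all genes between the spots compared may explain most of it.

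The EPI score was higher in MI by 1.10 points. The 22 spots with under 1000 UMIs could distort such a mean, but with these left out it was 1.12 points, which argues against them as the cause. In 21 of the 3364 spots no neighbour lay within reach. Spots with under 1000 UMIs mostly had CM1 as their highest score, in 11 spots of the MI day 3 section and 5 of each MI day 7 replicate.

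Tpm3 was lower in MI at day 7 (-1.01), and the sum of Tpm3 and Tpm3-rs7 fell by 0.33, from 79.1 CPM in the sham section to 54.1 and 73.2 CPM in MI replicates 1 and 2. At day 3 the sum was higher in MI (104 CPM against 83.6 CPM). Tpm3-rs7 was at 2.97 CPM in the sham day 7 section and at 12.7 and 39.8 CPM in MI day 7 replicates 1 and 2. Reads moving to Tpm3-rs7 may explain part of the fall of Tpm3.

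For genes past the threshold between CM4-dominant and CM1-dominant spots, other splits of the 10 profiles were counted. Of the 16 splits that part both profiles of every section, 1, the real split, gave as many as 153 genes, and the highest of the others gave 4. That design cannot give a share under 6.25%, so this count could not have excluded chance whatever the other splits gave. A further 84 splits that part fewer sections were drawn, for 100 in all, and 1 of these, with 429 genes, gave as many. These 84 part only 1 or 3 sections, and the section block removes the rest. They can thus repeat the real contrast in fewer sections, so the 429 genes do not show what chance gives.

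Gene names in the form of dates stood in 19 entries of the MI day 3 table and 20 of the MI day 7 replicate 2 table, and these genes were left out of all comparisons.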
